A study of Homo sapiens with 4 samples. Its data were reported in "Activation of GPR3-β-arrestin2-PKM2 pathway in Kupffer cells stimulates glycolysis and inhibits obesity and liver pathogenesis" (2024).

How the data were processed

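Polyadenylated RNA was sequenced from human liver macrophages, most of which the study takes to be Kupffer cells, sorted from 2 donor livers. The purified cells of each donor were cultured for 24 h with 500 nM diphenyleneiodonium (DPI) or with the solvent DMSO, which gave 4 libraries in 2 groups of 2. RNA came from a column kit for small cell numbers and libraries from a poly(A) mRNA kit. The sort selected CD45 and CD14 positive cells. Groups and donor numbers were taken from the submitters' sample descriptions.

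The authors deposited raw counts of reads per gene symbol, with 1 column per donor and treatment, and the replicates were not pooled. The submitters' processing notes name the human genome build hg19, TopHat2 and edgeR, whereas the methods of the study name bowtie2 and RSEM for the counts. Which of these made the deposited counts, and the gene annotation and strand setting behind them, are not given in the sources used here. RSEM gives estimated counts that need not be whole, and the deposited counts were whole numbers in all 4 columns. The table listed 25344 genes, of which 7497 had no count in any library. It held no mitochondrially encoded gene and no row without a gene name. Total counts per library were 16053865 and 15360539 for DMSO and DPI in donor 1, and 17021136 and 18268181 in donor 2. Reads were counted without molecular identifiers, so intervals and detection floors cover counting error only. Gene positions were looked up by symbol in a GRCh37 annotation, the assembly that hg19 names. Of the listed genes, 21537 matched by symbol, 1496 by an older symbol and 2311 did not match. The annotation may differ from that used for counting, and reads of overlapping genes, antisense genes and close paralogs could have been split between them.

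Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by the default expression filter on the treatment groups (a minimum count of 10, and 15 in total), which left 12915 genes. Library sizes were scaled with TMM factors of 1.31, 1.27, 0.750 and 0.800 for donor 1 DMSO, donor 1 DPI, donor 2 DMSO and donor 2 DPI. DPI was compared with DMSO by the robust quasi-likelihood F-test with treatment as the only term, as planned, and p-values were adjusted by Benjamini-Hochberg over all tested genes. The same fit was repeated with donor as a block, since libraries with the same number come from the same donor and are therefore paired. The correlation of the deviations of paired libraries from their group means was 0.918. Fold changes are given with standard errors derived from the F statistic. Levels are edgeR CPM values, the counts divided by the TMM-scaled library size, and log2 ratios within a donor used a prior count of 2. The study's own thresholds, an unadjusted p below 0.05 with at least a 2-fold change, were also applied.

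A total of 37 gene lists were fixed before the counts were examined. They covered glycolysis, hypoxia response genes outside glycolysis, disease-associated and resident macrophage markers, monocyte markers, chemokines, inflammatory cytokines, interferon-stimulated genes, metabolic and stress pathways, MYC targets and markers of other liver cell types. Lists with at least 3 tested members were compared with the other genes by camera (limma 3.58.1) with its preset correlation of 0.01, and also with an estimated correlation. Fry was run beside it to test whether the members of a list changed on balance in 1 direction, without reference to other genes. A total of 34 lists could be tested. The lists were fixed after reading the study, whose supplement gives fold changes of these samples, so no list is independent of these data. The study also describes higher glycolytic and hypoxia response genes and lower disease-associated macrophage markers, chemokine and inflammatory genes in these samples. The glycolysis, hypoxia, disease-associated macrophage, chemokine and inflammatory lists are therefore not independent evidence of their direction. The genes named were the genes and markers the study names, the 10 highest and 10 lowest genes by the planned fit with at least 10 CPM in the higher group and the same direction in both donors, and up to 4 members per list with the smallest unadjusted p. Since no gene passed in the planned fit, the 10 and 10 were taken in order of unadjusted p. Genes on the Y chromosome, XIST, TSIX, polymorphic HLA genes, antigen receptor segments and genes of variable copy number, of which 1 was added after the data were seen, entered the fits but were not tabulated (263 genes of the table, among them 2 of the 111 genes called with the donor block and 2 of the 43 past the study's thresholds without it). LDHA, HK2, VEGFA, CXCL10, CXCL8 and CCL20 lie outside this rule and were chosen after their values were seen. For CXCL8 and CCL20, values under the alternatives are not given.

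Alternatives were other scalings (RLE, upper quartile, library size only), no filter or a stricter filter of 5 CPM in 2 libraries, counts thinned to the smallest total, the likelihood ratio and exact tests of edgeR, DESeq2 1.42.0, and leaving out each library in turn. The fits were tested on simulated data with the means, donor differences and library sizes of these libraries, in which 200 genes were changed, 50 at each of 4 fold sizes. Counts were drawn with the dispersions of the fit with the donor block, and each changed gene had the same fold in both donors. These choices favour that fit, since responses that differ between donors were not simulated. In the data, the DPI to DMSO ratios of the donors correlated across genes at 0.357 (Pearson). For DPI against DMSO over 12681 simulated genes, the fit without donor called 0 of the 200 changed genes. The fit with the donor block called 32 of 50 genes changed 2-fold and 50 of 50 at each of 4-, 8- and 16-fold. Its 200 calls also held 18 unchanged genes, a larger share than an adjusted p of 0.05 aims at. A planted list of 25 raised genes was called by camera with the preset correlation and 0 of 30 random lists were called. The simulated genes were drawn independently, so this does not check the preset correlation for genes that move together. With an estimated correlation its adjusted p was 0.0475 without the donor block and 0.927 with it, so that the estimated-correlation test with the block could not call even the planted list.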

Results

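The effect of DPI on gene expression in human Kupffer cells, the resident macrophages of the liver, was measured by sequencing polyadenylated RNA from cells of 2 donors. The cells were sorted by CD45 and CD14, and the study takes most of them to be Kupffer cells. Such a sort does not separate resident from monocyte-derived macrophages. DPI is a flavoenzyme inhibitor that the study describes as an agonist of GPR3, a G protein-coupled receptor. Cells of each donor received DPI (500 nM) or DMSO for 24 h, so each group held 2 libraries, and the values describe the cells of these donors only. In the study, this dose also raised glycolysis in macrophages lacking GPR3, β-arrestin2 or PKM2, which its authors think likely reflects other molecules. Whether a change here runs through GPR3 can therefore not be told from these libraries. Total counts ranged from 15360539 to 18268181 per library, and between 15279 and 15902 genes were detected. The donors differed more than the treatments. Spearman correlations across genes were 0.980 and 0.977 between the treatments of a donor and 0.759 to 0.781 between libraries of different donors, and the first principal component held 88.5% of the variance. The median absolute log2 difference was 1.14 between donors and 0.238 between treatments. The 10 most abundant genes took 10.2% and 9.71% of the counts in donor 1 and 22.5% and 21.9% in donor 2.

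The comparison of DPI with DMSO asked which genes DPI changes in these sorted liver macrophages. With donor as a block, 111 of 12915 genes changed past an adjusted p of 0.05 (edgeR quasi-likelihood test), of which 82 rose and 29 fell. All 111 moved at least 2-fold, in the same direction in both donors, compared with 58.9% of all tested genes in the same direction. Passing this test favours genes that move alike in both donors, so the agreement is not replication. The count and its split depended on the setting, with 169 higher and 111 lower under upper-quartile scaling and 290 higher and 259 lower with library size only. The genes that rose included glucose transporters, glycolytic enzymes and other targets of hypoxia-inducible factors (HIF), and 29 of them belonged to the glycolysis or hypoxia lists. The genes that fell included chemokines, interferon-stimulated genes and the lectin CLEC10A. Without a donor term, as planned, the edgeR quasi-likelihood test called 0 genes, and 43 had an unadjusted p below 0.05 where 646 would be expected by chance. The likelihood ratio test, the exact test and DESeq2 without a donor term called 5, 2 and 5 genes. At the study's thresholds, 43 genes passed without the donor term (36 higher, 7 lower) and 448 with it (261 higher, 187 lower). Unless stated otherwise, fold changes below are from the fit with the donor block, and none of the genes passed without that block. In the simulated data, the quasi-likelihood test without the block called 0 of 50 genes even at a 16-fold change. Not passing without the block therefore does not count against a gene. Standard errors are derived from the F statistic, whose variance is moderated across genes, and are not the spread between the 2 donors. Fits below that leave out a library have no block and set unequal numbers of libraries per donor against each other. Their values therefore also carry the difference between the donors.

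Of 34 tested genes of the hypoxia response outside glycolysis, 21 rose, 13 did not pass and 0 fell, and 28 rose with p-values adjusted over the list alone. The median log2 fold change was 2.36, with medians of 2.52 in donor 1 and 1.94 in donor 2, and 29 members were higher in both donors. EGLN3, a prolyl hydroxylase that marks HIF for degradation and is itself a HIF target (GRCh37 chromosome 14, 34393433 to 34931980, minus strand), had 5 counts in each DMSO library and 1449 and 538 counts with DPI. Its log2 fold change was 7.56 ± 0.39 (SE, adjusted p = 3.80e-04), with log2 ratios of 7.72 in donor 1 and 6.18 in donor 2. Without the donor term the log2 fold change was 7.46 ± 0.94 and did not pass. The mitophagy receptor gene BNIP3 rose 11.1-fold, from 7.40 and 11.5 CPM to 73.3 and 143 CPM in donors 1 and 2 (log2 fold change 3.47 ± 0.20, adjusted p = 3.80e-04). VLDLR, a lipoprotein receptor, rose by 4.55 ± 0.47 and TMEM45A by 4.29 ± 0.50 on the log2 scale. MXI1, which encodes an antagonist of MYC, rose 7.16-fold (2.84 ± 0.21, adjusted p = 0.00110). The host transcript of the hypoxia-induced microRNA miR-210, MIR210HG, had 11 and 0 counts with DMSO and 947 and 290 counts with DPI (adjusted p = 5.08e-04). The angiogenic factor gene VEGFA, chosen after its values were seen, rose 9.93-fold (3.31 ± 0.32, adjusted p = 0.00361). Without the block, the log2 fold changes moved without the DPI and the DMSO library of donor 1 to 0.74 and 5.65 for VEGFA and to 3.64 and 5.34 for VLDLR, and for TMEM45A to 3.50 without the DMSO library of donor 1 and 5.38 without that of donor 2. Relative to the other genes, the list was higher by camera (adjusted p = 1.25e-92 without and 1.74e-124 with the donor block). Without the block, that call was lost with an estimated correlation (adjusted p = 0.0877). With the block the adjusted p was 0.777, but there this test could not call even the planted simulated list. The same limit holds for every such value with the block below.

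Of 26 tested glycolytic genes, 8 rose, 18 did not pass and 0 fell, whereas 15 rose and 3 fell when adjusted over the list alone. The median log2 fold change was 0.96 (1.36 in donor 1 and 0.71 in donor 2), and 19 members were higher in both donors. The glucose transporter gene SLC2A1 (chromosome 1, 43391024 to 43424564, minus strand) rose 16.1-fold, from 164 and 79 counts to 2954 and 1169 counts (4.01 ± 0.23, adjusted p = 3.80e-04). SLC2A3, a high-affinity glucose transporter, rose 7.27-fold (2.86 ± 0.25), to 770 and 423 CPM. The aldolase gene ALDOC rose 22.5-fold (4.49 ± 0.27) and the enolase gene ENO2 7.37-fold (2.88 ± 0.28). LDHA, lactate dehydrogenase A, and the hexokinase gene HK2 were chosen after their values were seen. LDHA rose 5.82-fold (2.54 ± 0.24, adjusted p = 0.00361), and HK2 rose 2.84-fold (1.51 ± 0.26, adjusted p = 0.0470), a call that was lost with RLE scaling (adjusted p from 1.92e-07 to 0.0674 over 8 alternatives with the block). Without the block, the value of HK2 turned to -0.49 when the DPI library of donor 1 was left out, and that of LDHA moved to 1.33 without the DPI and 3.77 without the DMSO library of donor 2. Outside both lists, the fructose transporter gene SLC2A5 rose from 5 and 10 counts to 1235 and 668 counts (6.89 ± 0.43, adjusted p = 3.96e-04). LOC154761, a transcribed pseudogene whose reads are uncertain because it may share sequence with its parent gene, rose 15.7-fold (3.98 ± 0.35). Without the block and the DMSO library of donor 1, the log2 fold changes of ALDOC, LOC154761 and SLC2A5 were 5.22, 4.92 and 6.16, and that of SLC2A5 was 7.81 without the DMSO library of donor 2. The glycolysis list was higher than the other genes by camera (adjusted p = 6.86e-20 without and 4.59e-32 with the donor block). With an estimated correlation the call was lost (adjusted p = 0.159 and 0.777). The glycolysis and hypoxia lists are not independent evidence, because the study itself describes higher glycolysis and hypoxia response genes in these samples.

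**Figure D1:**
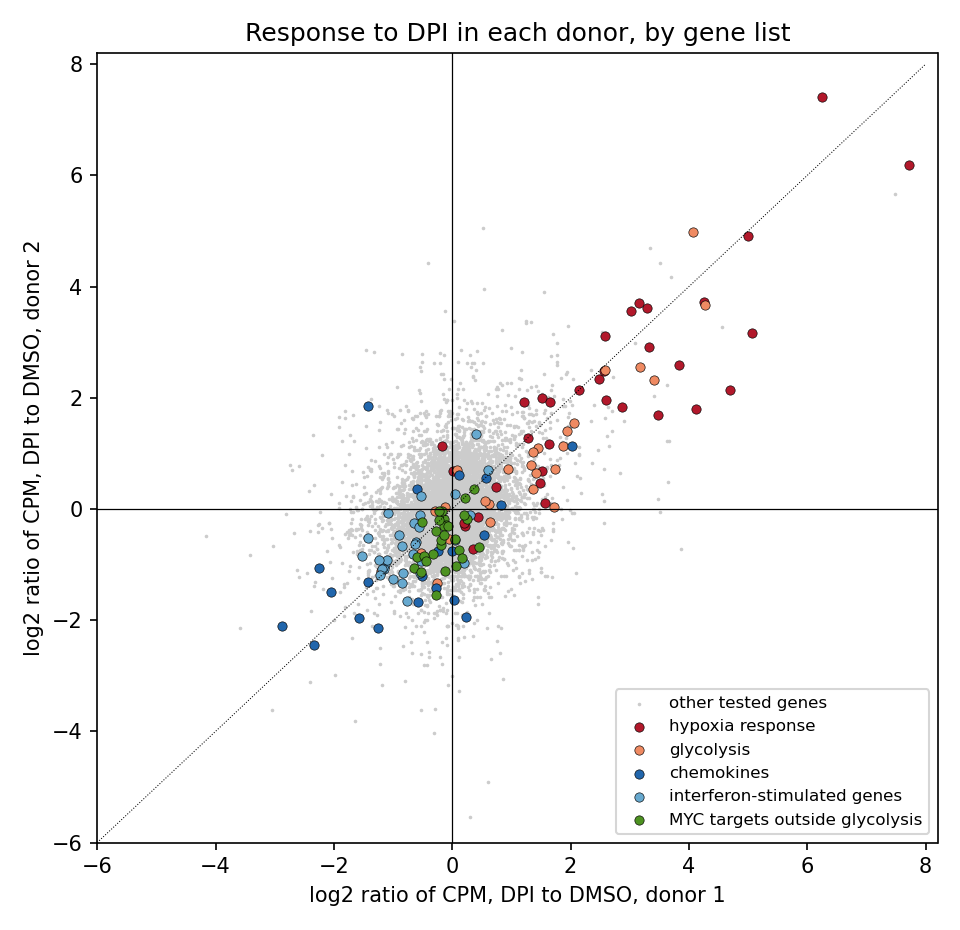
Log2 ratio of CPM, DPI to DMSO, in donor 1 (x axis) against donor 2 (y axis), with 1 point per tested gene, coloured for members of 5 gene lists. The dotted line marks equal ratios. Hypoxia genes lie in the upper right, with list medians of 2.52 and 1.94, and interferon-stimulated genes lie mostly in the lower left, with medians of -0.71 and -0.74.

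The genes of the pathway the study proposes were read individually. The study rests this pathway on knockout cells, protein complexes, enzyme activities and nuclear PKM2, which RNA levels do not address. It also reports PCR, in which DPI raised Pkm2, Ldha, Hk2 and c-Myc RNA in mouse bone marrow-derived macrophages unless these lacked PKM2. In the human cells here, LDHA and HK2 rose as given above, whereas PKM and MYC did not pass. Species and cell type differ, and no knockout cells were sequenced here. GPR3 had 3 and 2 counts with DMSO and 0 and 0 with DPI. The 95% Clopper-Pearson intervals of the DMSO values were 0.0385 to 0.546 and 0.0142 to 0.424 unscaled CPM, and 3 counts, the number that a count of 0 allows, correspond to 0.195 and 0.164 unscaled CPM in the DPI libraries. No difference in GPR3 was therefore detectable at this depth. ARRB2, β-arrestin2, was at 309 and 64.9 CPM with DMSO and 361 and 146 CPM with DPI (log2 fold change 0.69 ± 0.26, adjusted p = 0.355). PKM, which encodes pyruvate kinase M1 and M2, was at 2640 and 3660 CPM with DMSO and 3890 and 4050 CPM with DPI (0.35 ± 0.24, adjusted p = 0.643). The counts do not separate the M1 and M2 isoforms. GAPDH, whose reads may be split with its pseudogenes, was at 1170 and 5560 CPM with DMSO and 3010 and 11300 CPM with DPI (2.29-fold, adjusted p = 0.0836). MYC was at 12.6 and 34.0 CPM with DMSO and 9.05 and 22.0 CPM with DPI (-0.56 ± 0.21, adjusted p = 0.362). The list of 5 tested pathway genes did not pass (camera adjusted p = 0.296 without and 0.0999 with the donor block). Of 29 MYC targets outside glycolysis, 0 passed, 20 were lower and 2 higher in both donors, and 2 fell when adjusted over the list alone. Their median log2 fold change was -0.31, and camera placed them below the other genes (adjusted p = 0.00574 without and 2.33e-04 with the donor block), a call lost with an estimated correlation (adjusted p = 0.728 and 0.777). Without the block, values turned in sign for MYC targets (0.64), MYC (0.30) and ARRB2 (-0.29) without the DMSO library of donor 2, for ARRB2 without the DPI library of donor 1 (-0.35) and for GAPDH without the DPI library of donor 2 (-0.16). The call of MYC targets was also lost without the DPI library of donor 1 (median -0.04, adjusted p = 0.480).

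Of 22 tested chemokine genes, 6 fell, 16 did not pass and 0 rose, and 10 fell and 1 rose when adjusted over the list alone. In both donors 13 were lower and 4 higher. CXCL8 had the highest CPM of the tested chemokines in each library. It was at 1890 and 3030 CPM with DMSO and 2820 and 4450 CPM with DPI (0.565 ± 0.232, adjusted p = 0.388). CCL20 was also above 0 (1.54 ± 0.27, adjusted p = 0.0512). The summed CPM of the tested members went from 5250 to 5740 in donor 1 and from 13000 to 9260 in donor 2. The chemokine and inflammatory lists are not independent evidence of their direction, because the study describes lower expression of such genes in these samples. The median log2 fold change of the chemokines was -0.79 (-0.40 in donor 1 and -1.14 in donor 2). The monocyte attractant gene CCL8 (chromosome 17, 32646454 to 32648421, plus strand) fell 5.51-fold, from 4.88 and 26.3 CPM to 0.566 and 6.02 CPM (-2.46 ± 0.33, adjusted p = 0.0165). CCL18, a product of alternatively activated macrophages, fell 3.15-fold (-1.65 ± 0.28, adjusted p = 0.0448) and CCL17, a chemokine also made by dendritic cells, fell 3.54-fold (-1.82 ± 0.32, adjusted p = 0.0471). CXCL10, an interferon-induced chemokine gene chosen after its values were seen, fell 6.14-fold (-2.62 ± 0.39, adjusted p = 0.0264). Of 30 interferon-stimulated genes, 3 fell, 27 did not pass and 0 rose, 23 were lower in both donors, and 18 fell and 2 rose when adjusted over the list alone. Their median log2 fold change was -0.73, with -0.71 in donor 1 and -0.74 in donor 2. OAS2 (-1.02 ± 0.21, adjusted p = 0.0845), MX1 (-1.10 ± 0.22, adjusted p = 0.0806) and GBP5 (-1.23 ± 0.31, adjusted p = 0.161) did not pass individually. Camera placed chemokines (adjusted p = 2.54e-06 without and 4.29e-08 with the donor block) and interferon-stimulated genes (8.78e-10 and 1.61e-12) below the other genes. Both calls were lost with an estimated correlation (adjusted p = 0.613 without and 0.777 with the block). Without the block, leaving out the DMSO library of donor 2 turned the medians of chemokines (0.19) and interferon-stimulated genes (0.09) and the values of CCL17 (0.08) and CXCL10 (0.67), and moved CCL8 to -0.56 and MX1 to -0.53. Leaving out the DPI library of donor 1 ended the calls of chemokines (median -1.05, adjusted p = 0.437) and interferon-stimulated genes (-0.34, adjusted p = 0.935). Without the DPI library of donor 2, CCL8 was at -4.77 and CCL18 at -2.22.

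Inflammatory cytokines and NF-κB targets did not move together. Of 32 tested members, 1 fell, 31 did not pass and 0 rose, 10 were lower and 7 higher in both donors, 3 fell and 2 rose when adjusted over the list alone, and the median log2 fold change was -0.11 (camera adjusted p = 0.431 without and 0.255 with the donor block). The cytokine gene IL18 (chromosome 11, 112013976 to 112034819, minus strand) fell 3.74-fold, from 14.9 and 69.2 CPM to 4.11 and 18.1 CPM (-1.90 ± 0.21, adjusted p = 0.00691). PTGS2, the inducible cyclooxygenase, was at 19.3 and 3.84 CPM with DMSO and 62.0 and 6.71 CPM with DPI (1.32 ± 0.27, adjusted p = 0.0833), a value that turned to -0.79 without the block and the DPI library of donor 1. Outside the lists, TDO2, which degrades tryptophan (chromosome 4, 156775890 to 156841558, plus strand), fell 7.46-fold, from 20.4 and 16.1 CPM to 1.59 and 3.56 CPM (-2.90 ± 0.38, adjusted p = 0.0165). GCH1, the first enzyme of tetrahydrobiopterin synthesis, fell 3.65-fold (-1.87 ± 0.31, adjusted p = 0.0412). SCIMP, an adaptor of Toll-like receptor signalling, fell 3.11-fold (-1.64 ± 0.19, adjusted p = 0.0113). FCGR1A, the high-affinity Fc gamma receptor, whose reads may be split with close paralogs, fell 2.55-fold (-1.35 ± 0.22, adjusted p = 0.0413). FUT7, BATF, CCL1, CD1E and CD163L1 completed the 10 genes with the smallest unadjusted p among those lower, and did not pass in either fit (adjusted p from 0.0512 for BATF to 0.452 for CCL1 with the donor block). The calls of GCH1, CCL18, CCL17 and FCGR1A were lost with RLE scaling (adjusted p = 0.0516, 0.0588, 0.0633 and 0.0527), the highest values over their alternatives with the block, of which the lowest were 2.21e-08, 4.24e-13, 1.91e-06 and 1.60e-05. Without the block, the value of IL18 moved to -3.35 without the DPI and -0.42 without the DMSO library of donor 2, that of TDO2 to -3.52 without the DPI library of donor 2, and that of GCH1 to -1.27 without the DMSO library of donor 1. CCL1 moved to -0.41 without the DMSO library of donor 2 and -3.46 without that of donor 1, and CD163L1 to -0.15 without the DMSO library of donor 1 and -3.41 without that of donor 2.

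**Figure D2:**
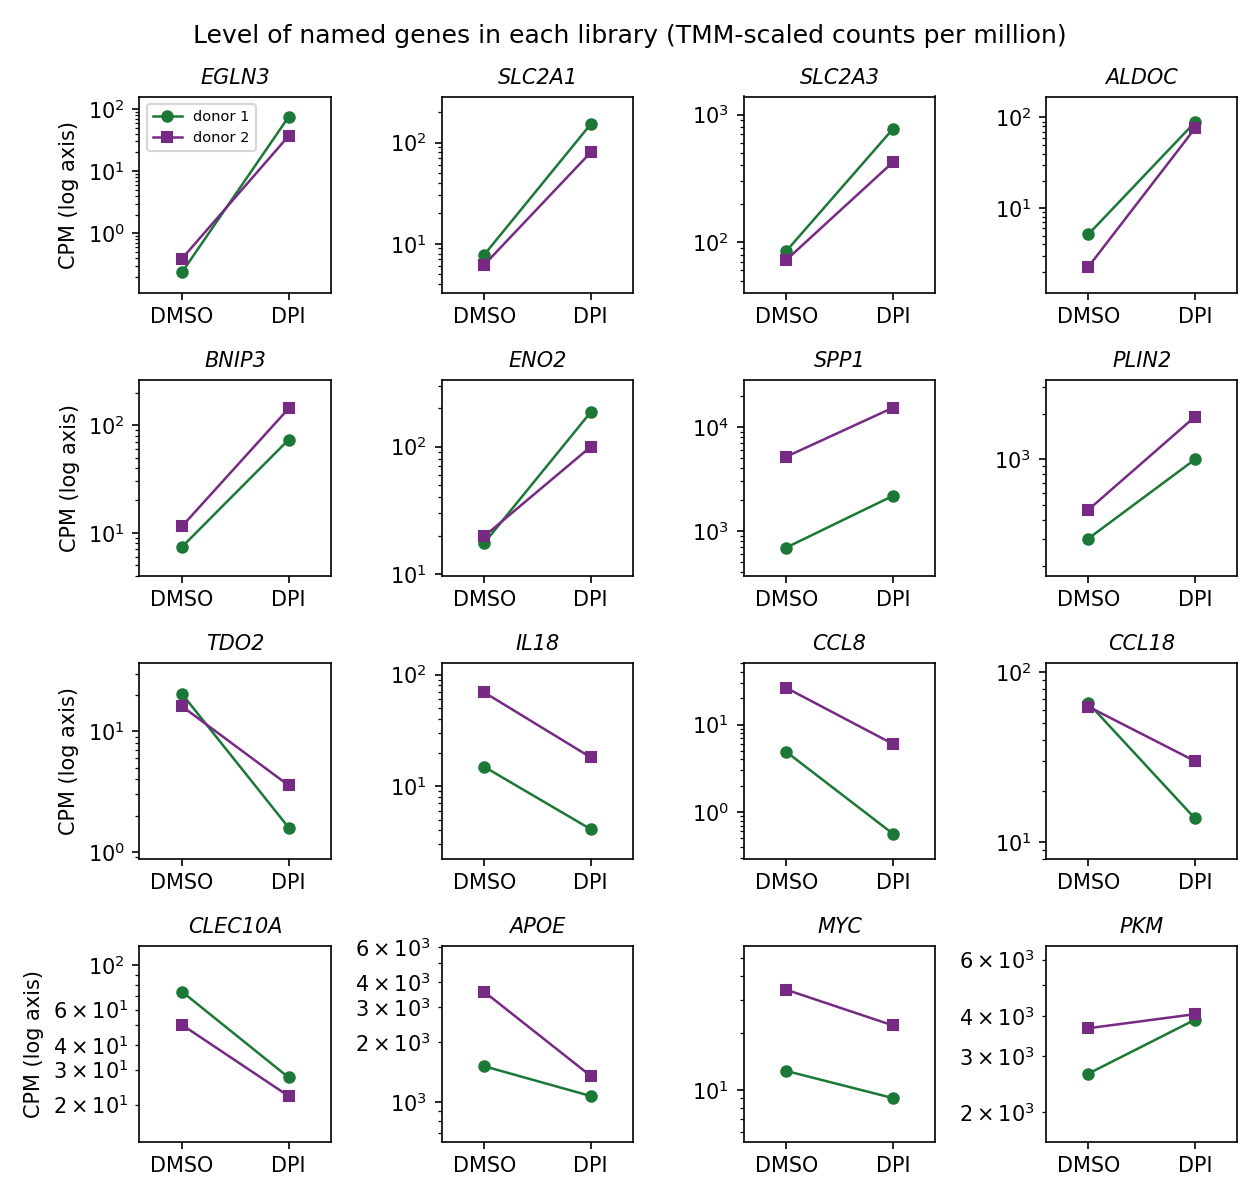
Level of 16 named genes in each library, in TMM-scaled CPM on log axes, with DMSO and DPI libraries of the same donor joined by a line. EGLN3 to PLIN2 were higher with DPI in both donors, TDO2 to MYC were lower in both donors, and APOE, MYC and PKM did not pass the test.

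Few macrophage markers passed the test. Of 20 disease-associated macrophage markers, 1 rose, 1 fell and 18 did not pass (1 and 3 adjusted over the list alone), the median log2 fold change was -0.27 and camera did not call the list (adjusted p = 0.194 without and 0.158 with the donor block). This list, too, was drawn up with knowledge of what the study describes. CLEC10A, a lectin of alternatively activated macrophages and dendritic cells (chromosome 17, 6977856 to 6983626, minus strand), fell 2.48-fold, from 73.8 and 50.3 CPM to 27.4 and 22.1 CPM (-1.31 ± 0.18, adjusted p = 0.0194). Of 7 dendritic cell markers, 0 passed over all genes, and 3 fell and 2 rose when adjusted over the list alone, with CD1E at -1.48 ± 0.33 (adjusted p = 0.117). Without the block, CD1E was at -0.68 when the DMSO library of donor 2 was left out and -2.20 without that of donor 1. SPP1, the secreted glycoprotein osteopontin (chromosome 4, 88896819 to 88904684, plus strand), rose 3.05-fold, from 689 and 5190 CPM to 2170 and 15400 CPM (1.61 ± 0.24, adjusted p = 0.0268). Values below 0 that did not pass were those of the apolipoprotein gene APOE (-0.95 ± 0.28, adjusted p = 0.231), the lipid receptor gene TREM2 (-0.60 ± 0.21, adjusted p = 0.324) and the complement gene C1QA (-0.75 ± 0.20, adjusted p = 0.183). CD9 (0.58 ± 0.23, adjusted p = 0.375) and GPNMB (0.45 ± 0.33, adjusted p = 0.665) had values above 0. GPNMB differed in direction between donors, at 1880 and 1630 CPM in donor 1 and 2170 and 4660 CPM in donor 2 with DMSO and DPI. Without the block, leaving out the DPI library of donor 2 turned SPP1 (-0.44), CD9 (-0.85) and GPNMB (-0.31). Leaving out the DMSO library of donor 2 turned TREM2 (0.82) and moved APOE to -0.32 and C1QA to -0.06. Within the donors SPP1 had log2 ratios of 1.65 and 1.57, so its turn reflects the unequal donors in that fit. C1QA was at -1.56 without the DPI library of donor 2.

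Of 25 resident Kupffer cell markers, 1 fell and 24 did not pass (4 fell and 1 rose adjusted over the list alone), and the medians were -0.62 in donor 1 and 0.11 in donor 2. The inhibitory receptor gene LILRB5 fell 3.22-fold (-1.69 ± 0.27, adjusted p = 0.0341), whereas the scavenger receptor genes CD163 (-1.01 ± 0.30, adjusted p = 0.234) and MARCO (0.77 ± 0.19, adjusted p = 0.148) did not pass. Camera called the list lower (adjusted p = 0.0300 without and 0.00799 with the donor block), but not with an estimated correlation (adjusted p = 0.613 and 0.777). Of 19 monocyte markers, MNDA fell 2.32-fold (-1.22 ± 0.20, adjusted p = 0.0346) and 18 did not pass, whereas 5 fell and 3 rose when adjusted over the list alone. The calprotectin genes S100A8 (-0.89 ± 0.24, adjusted p = 0.186) and S100A9 (-0.92 ± 0.25, adjusted p = 0.201) were among them. The monocyte list was called lower by camera without the donor block (adjusted p = 0.0300) but not with it (adjusted p = 0.0853) or with an estimated correlation (adjusted p = 0.613). For 12 genes of MHC class II presentation, 0 passed (1 fell adjusted over the list alone) and the median was -0.48, with -0.81 in donor 1 and -0.17 in donor 2. RFX5, a regulator of these genes, was at 41.0 and 28.0 CPM with DMSO and 16.6 and 17.5 CPM with DPI (adjusted p = 0.119). The list was called lower (camera adjusted p = 0.0327 without and 0.00180 with the donor block), and not with an estimated correlation (adjusted p = 0.635 and 0.777). Without the block, medians turned for MHC class II without the DMSO library of donor 2 (0.59) or the DPI library of donor 1 (0.39), and for resident markers (0.22) and CD163 (0.64) without the DMSO library of donor 1. LILRB5 moved to -2.56 without the DPI and -0.48 without the DMSO library of donor 1, and MNDA to -2.00 without the DPI library of donor 2 and -0.57 without that of donor 1, and S100A8 to -0.32 without the DMSO library of donor 2. The call of resident markers was also lost without the DPI library of donor 1 (median -0.29, adjusted p = 0.914), and that of monocyte markers without the DMSO library of donor 1 (-0.02, adjusted p = 0.935) or the DPI library of donor 2 (-0.32, adjusted p = 0.831).

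Among stress and metabolic lists, 3 genes of the integrated stress response rose and 20 did not pass (4 rose adjusted over the list alone, median log2 fold change 0.29). The members that rose were the regulators ATF5 (3.65-fold, 1.87 ± 0.20, adjusted p = 0.00691) and NUPR1 (3.47-fold, 1.79 ± 0.21, adjusted p = 0.0114), and VLDLR, which is also in the hypoxia list. Camera called this list higher (adjusted p = 2.49e-04 without and 2.25e-05 with the donor block), a call lost with an estimated correlation (adjusted p = 0.613 and 0.777). Of 18 unfolded protein response genes, which encode chaperones of the endoplasmic reticulum, SDF2L1 fell 2.02-fold (-1.02 ± 0.18, adjusted p = 0.0496, and from 4.98e-05 to 0.0646 over 8 alternatives, the highest with RLE scaling), 13 were lower in both donors and 0 higher, 5 fell adjusted over the list alone, and the list was called lower (adjusted p = 0.00547 without and 7.11e-06 with the donor block). That call, too, was lost with an estimated correlation (adjusted p = 0.613 and 0.777). Of 72 nuclear genes of oxidative phosphorylation, 0 passed (0 adjusted over the list alone), 50 were lower in both donors, and the medians were -0.05 in donor 1 and -0.54 in donor 2 (camera adjusted p = 0.00547 and 7.11e-06). The call was lost with an estimated correlation (adjusted p = 0.810 and 0.777). Without the block, leaving out the DMSO library of donor 2 turned oxidative phosphorylation (1.54), the unfolded protein response (0.23) and SDF2L1 (0.46), leaving out the DPI library of donor 1 turned oxidative phosphorylation (0.31) and ATF5 (-0.26), and leaving out the DPI library of donor 2 turned the integrated stress response (-0.26). Calls also ended for the integrated stress response without the DMSO library of donor 1 (0.17, adjusted p = 0.701) and for the unfolded protein response without the DPI library of donor 1 (-0.13, adjusted p = 0.935). PLIN2, a lipid droplet coat protein and the single gene of the 20 LXR targets and lipid storage genes to pass (3 rose adjusted over the list alone, camera adjusted p = 0.230), rose 3.68-fold, from 302 and 467 CPM to 1000 and 1910 CPM (1.88 ± 0.24, adjusted p = 0.0142). The cholesterol transporter gene ABCG1 (1.08 ± 0.29, adjusted p = 0.194) did not pass, and was at 1.84 without the block and the DMSO library of donor 1.

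Camera called 12 of 34 lists without the donor block (3 higher, 9 lower) and 10 with it (3 higher, 7 lower), and all 10 were also called without it. No list passed with an estimated correlation or by fry. Without the block, the estimated-correlation test called the planted list only narrowly (adjusted p = 0.0475), although its 25 genes were raised 2- to 16-fold. Whether that test could call smaller shifts was not tested, and fry was not run on the simulated data. With the block, the estimated-correlation test could not call even the planted simulated list, so there it does not count against a list. The smallest adjusted p with an estimated correlation was 0.0877, that of the hypoxia list. The cholangiocyte markers, 5 keratin and epithelial genes with a median of -0.59, were called lower without the donor block (adjusted p = 0.0188) but not with it (adjusted p = 0.117) or with an estimated correlation (adjusted p = 0.613). Without the block that call was also lost without the DMSO library of donor 1 (-0.69, adjusted p = 0.103) or donor 2 (-0.23, adjusted p = 0.663) or the DPI library of donor 1 (-0.30, adjusted p = 0.661). The other 22 lists were called in neither fit, with medians from -0.29 to 0.35 and adjusted p of at least 0.113 without and 0.0853 with the donor block. Besides those described, these were the TCA cycle, pentose phosphate pathway, fatty acid oxidation, cholesterol biosynthesis, lysosome, NRF2 response, NADPH oxidase, proliferation, immediate early and heat shock genes, p53 targets, efferocytosis, ribosomal proteins, and markers of endothelial, T and NK, B and plasma, stellate, neutrophil and dendritic cells. Adjusted over the list alone, 1 proliferation gene rose, 2 immediate early and heat shock genes fell, 1 gene rose and 1 fell among both efferocytosis genes and endothelial markers, 1 gene of the GPR3 pathway rose, and 0 passed in the other lists not described above. For liver endothelial markers the median was 0.01 without and -0.01 with the block, the mean was -0.42 and camera pointed lower (adjusted p = 0.173). For dendritic cell markers the medians were 0.45 and 0.29, the mean was -0.09 and camera pointed lower (adjusted p = 0.479). Hepatocyte, erythroid and mitochondrially encoded lists had fewer than 3 tested members.

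With 2 donors, leaving out a library leaves no degrees of freedom under the donor block. Without the block it unbalances the donors, and the medians of 8 of the 12 called lists then turned in sign, whereas those of the hypoxia list (1.66 to 2.47) and the glycolysis list (0.59 to 1.36) stayed above 0.

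**Figure D3:**
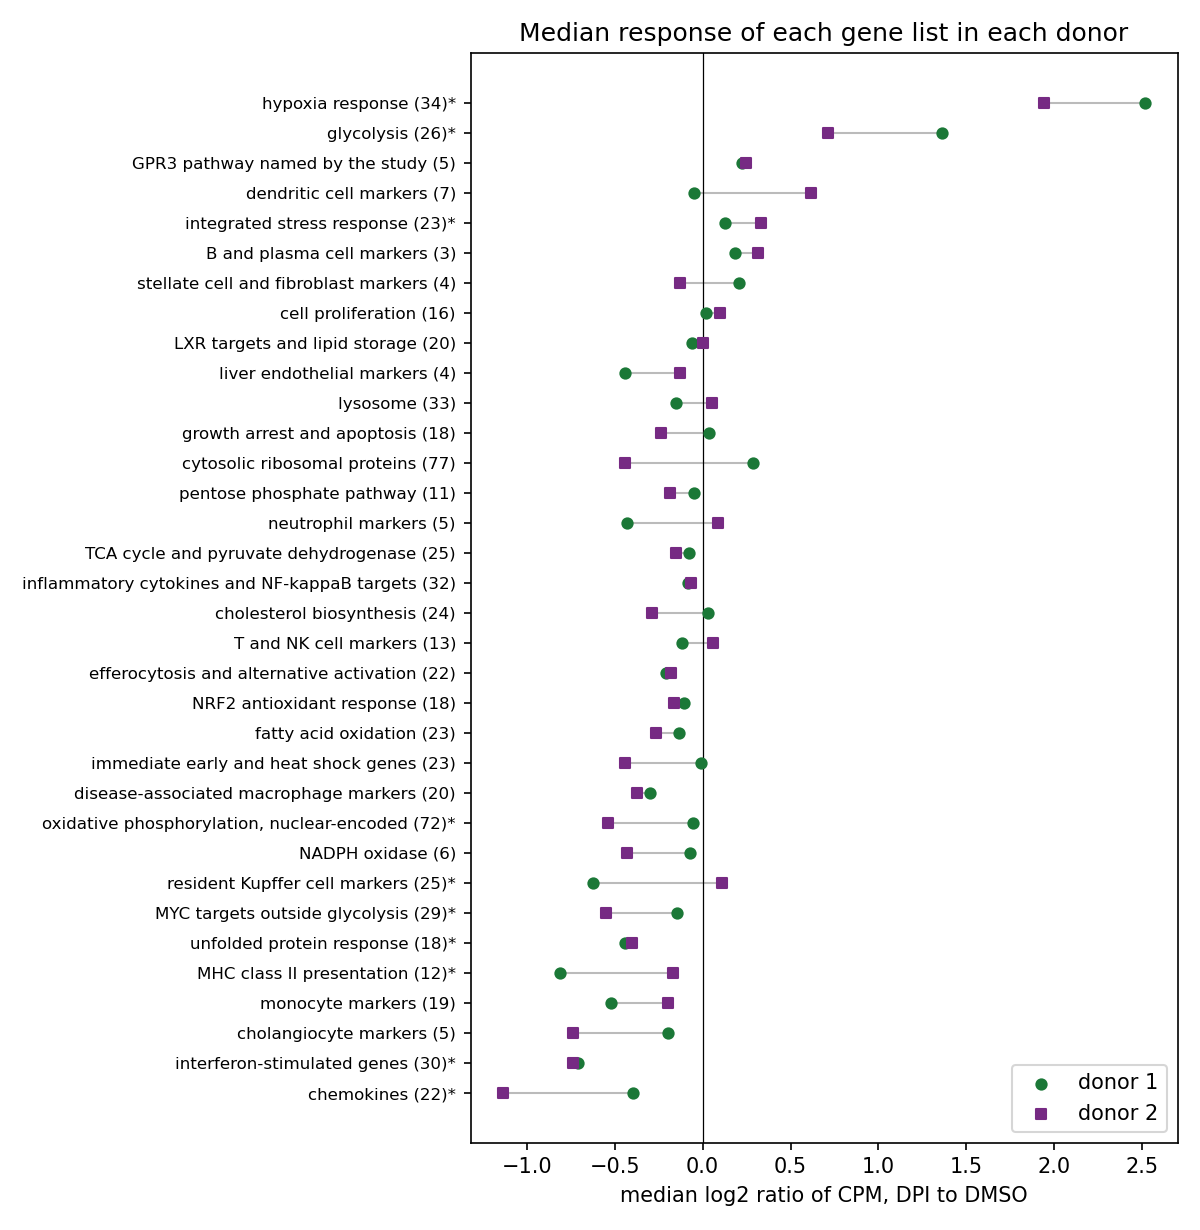
Median log2 ratio of CPM, DPI to DMSO, over the tested members of each gene list (number in parentheses), for donor 1 (circles) and donor 2 (squares). An asterisk marks the 10 lists called by camera in both fits with the preset correlation, none of which passed with an estimated correlation. With the donor block, the latter test could not call even a planted simulated list. The hypoxia list has the highest median in both donors, and the chemokine list has the lowest median in donor 2 (-1.14) but not in donor 1 (-0.40).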

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

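The alternatives of the fit without donor were fixed before the data were examined, whereas all alternatives of the fit with the donor block were chosen after seeing the data. Pairing the libraries by donor (the replicate block) moved the genes past adjusted p 0.05 from 0 to 111 and those past the study's thresholds from 43 to 448, and among the lists it ended only the calls of monocyte and cholangiocyte markers. Without the block, the count of 0 became 5 with the likelihood ratio test, 2 with the exact test and 5 with DESeq2, and the 43 became 73 with no filter, 28 with the stricter filter, 74 with the likelihood ratio test and 86 with DESeq2. Leaving out 1 library gave 0 to 3 genes, 81 to 261 at the study's thresholds and 8 to 14 lists. With the donor block, the 111 became 549 with library size only, 280 with upper-quartile scaling, 602 with no filter, 171 with thinned counts, 516 with the likelihood ratio test and 222 with DESeq2, 28 at adjusted p 0.01 and 206 at 0.1. All 111 were among the calls with library size only, upper-quartile scaling, no filter, thinned counts and the likelihood ratio test, 110 were among those of DESeq2, 99 of 103 with the stricter filter and 87 of 87 with RLE. The split was 82 higher to 29 lower in the fit as reported, 70 to 17 with RLE, 169 to 111 with upper-quartile scaling, 290 to 259 with library size only and 293 to 309 with no filter, although these scalings moved the median of all genes by at most 0.02 on the log2 scale. The 448 became 260 with the stricter filter. No list of the 12 or the 10 passed with an estimated correlation or by fry (0 each). For the 10, the estimated-correlation test could not call even the planted simulated list. For the 12, it called that list only narrowly, and fry was not run on the simulated data. The cause of these changes was not tested, except that the stricter filter tests fewer genes.

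Among the called lists and the named genes other than CXCL8 and CCL20, signs turned only in fits without the block that left out a library. By construction, such fits set unequal numbers of libraries per donor against each other. List medians ranged from -0.52 to 0.22 for resident Kupffer cell markers, -1.76 to 0.19 for chemokines, -1.26 to 0.093 for interferon-stimulated genes, -1.31 to 0.59 for MHC class II, -2.21 to 1.54 for oxidative phosphorylation, -0.26 to 0.64 for the integrated stress response, -1.18 to 0.23 for the unfolded protein response and -1.06 to 0.64 for MYC targets. Log2 fold changes ranged from -0.35 to 2.02 for ARRB2, -0.16 to 2.62 for GAPDH, -1.37 to 0.30 for MYC, -1.95 to 0.82 for TREM2, -0.85 to 1.96 for CD9, -0.31 to 1.23 for GPNMB, -0.44 to 3.68 for SPP1, -2.34 to 0.64 for CD163, -3.44 to 0.077 for CCL17, -0.79 to 3.21 for PTGS2, -0.26 to 4.05 for ATF5, -2.45 to 0.46 for SDF2L1, -0.49 to 3.45 for HK2 and -6.39 to 0.67 for CXCL10. Without a turn in sign, values of genes that did not pass ranged from -1.51 to -0.32 for APOE, -1.56 to -0.06 for C1QA, -1.55 to -0.53 for MX1, -2.20 to -0.68 for CD1E, 0.44 to 1.84 for ABCG1, -3.46 to -0.41 for CCL1, -3.41 to -0.15 for CD163L1 and -1.34 to -0.32 for S100A8. With the donor block no sign turned, and among the named genes 6 calls were lost, all with RLE scaling. Genes with few counts in a group, such as EGLN3 and MIR210HG with DMSO, have fold changes limited by depth.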

Other observations

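The tests of library scaling, of MYC targets, of culture oxygen, of general myeloid genes and of monocytes described here were chosen only after the lists had been seen. The median log2 fold change was 2.36 for hypoxia genes outside glycolysis and 0.96 for glycolytic genes, and within the glycolysis list SLC2A1, SLC2A3, ALDOC, ENO2, LDHA and HK2 were among the 8 that rose whereas PKM did not pass. The difference between the lists was not tested.

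For the higher medians of both lists, library scaling as the whole cause is argued against because a library factor moves all genes alike. The median log2 ratio of the members of both lists lay 1.65 above that of the other tested genes in donor 1 and 1.27 above it in donor 2. Camera had already called both lists higher than the other genes, so this gap restates those calls. Gene length is argued against by 1053 genes matched on exonic length and expression, whose median was -0.03. The MYC targets outside glycolysis had a median of -0.315 and an SD of 0.32 with the donor block. This argues against a general rise of MYC target RNA at 24 h. Within the donors the medians of these targets were -0.147 in donor 1 and -0.549 in donor 2, with 20 lower and 2 higher in both. Their median turned to 0.64 without the block and the DMSO library of donor 2, a fit that also carries the difference between the donors. The values cannot show whether MYC acted on the glycolytic genes themselves. The study's evidence for MYC, by PCR and a reporter in mouse bone marrow-derived macrophages, was not addressed. A difference in oxygen or cell density between the cultures cannot be told apart from an effect of DPI, because the hypoxia list (median 2.356) would be higher in either case and culture oxygen is not given in the sources used here. HIF activity itself was not tested.

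Lower chemokine and interferon-stimulated genes were weighed against a change in the cells. The median log2 ratio of the members of both lists minus that of the other tested genes was -0.619 in donor 1 and -0.78 in donor 2, which argues against a library factor as the whole cause. This gap, too, restates the calls by camera. A lower share of macrophages would lower general myeloid genes alike, but 11 such genes had a median of -0.093 with an SD of 0.21. A lower share of monocytes stays open, although the methods of the study describe flushing circulating cells from the livers before the cells were isolated. The 19 monocyte markers had a median of -0.51, nearer to 0 than the interferon-stimulated list at -0.73, 10 of them were lower and 3 higher in both donors, and CD14 sorting would not remove monocytes.

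The distance between the donors was larger than the effect of DPI. Without the 50 most abundant genes the median absolute log2 difference between donors was 1.137, compared with 0.235 between treatments, so a few abundant genes do not account for it. Across tested genes, which are not independent replicates, the log2 ratio of donor 2 to donor 1 correlated with exonic length (Spearman rho = -0.375), so that donor 2 held relatively more counts of short genes. A difference in RNA integrity or library preparation between the donors may contribute to this, and no biological explanation was tested. The ratio of DPI to DMSO showed no such trend (rho = 0.0104 in donor 1 and -0.00783 in donor 2).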
